# Alcohol Dependence in Rats Is Associated with Global Changes in Gene Expression in the Central Amygdala

**DOI:** 10.3390/brainsci11091149

**Published:** 2021-08-29

**Authors:** Brent R. Kisby, Sean P. Farris, Michelle M. McManus, Florence P. Varodayan, Marisa Roberto, R. Adron Harris, Igor Ponomarev

**Keywords:** RNA-Seq, central nucleus of the amygdala (CeA), chronic intermittent alcohol vapor, extracellular matrix, alcohol use disorder (AUD), differentially expressed genes (DEGs)

## Abstract

Alcohol dependence is associated with adverse consequences of alcohol (ethanol) use and is evident in most severe cases of alcohol use disorder (AUD). The central nucleus of the amygdala (CeA) plays a critical role in the development of alcohol dependence and escalation of alcohol consumption in dependent subjects. Molecular mechanisms underlying the CeA-driven behavioral changes are not well understood. Here, we examined the effects of alcohol on global gene expression in the CeA using a chronic intermittent ethanol (CIE) vapor model in rats and RNA sequencing (RNA-Seq). The CIE procedure resulted in robust changes in CeA gene expression during intoxication, as the number of differentially expressed genes (DEGs) was significantly greater than those expected by chance. Over-representation analysis of cell types, functional groups and molecular pathways revealed biological categories potentially important for the development of alcohol dependence in our model. Genes specific for astrocytes, myelinating oligodendrocytes, and endothelial cells were over-represented in the DEG category, suggesting that these cell types were particularly affected by the CIE procedure. The majority of the over-represented functional groups and molecular pathways were directly related to the functions of glial and endothelial cells, including extracellular matrix (ECM) organization, myelination, and the regulation of innate immune response. A coordinated regulation of several ECM metalloproteinases (e.g., *Mmp2*; *Mmp14*), their substrates (e.g., multiple collagen genes and myelin basic protein; *Mbp*), and a metalloproteinase inhibitor, *Reck*, suggests a specific mechanism for ECM re-organization in response to chronic alcohol, which may modulate neuronal activity and result in behavioral changes, such as an escalation of alcohol drinking. Our results highlight the importance of glial and endothelial cells in the effects of chronic alcohol exposure on the CeA, and demonstrate further insight into the molecular mechanisms of alcohol dependence in rats. These molecular targets may be used in future studies to develop therapeutics to treat AUD.

## 1. Introduction

The current Diagnostic and Statistical Manual of Mental Disorders (DSM-5) integrates the two DSM–IV disorders, alcohol abuse and alcohol dependence, into a single disorder called alcohol use disorder (AUD) [1]. The severity of AUD is based on the number of criteria a person meets, with 6 or more out of 11 criteria indicating severe AUD [1]. Alcohol dependence is evident in most advanced AUD cases and is associated with adverse consequences of alcohol (ethanol) use, as well as indicators of alcohol tolerance, withdrawal, and uncontrolled drinking. Rodent models of alcohol dependence have been widely used to study the molecular and cellular mechanisms underlying the progression of AUD. The chronic intermittent ethanol (CIE) vapor inhalation method consistently produces physical dependence in mice and rats, as expressed by behavioral signs of withdrawal as well as increased alcohol drinking and anxiety-like behaviors [2,3,4,5,6,7]. The central nucleus of the amygdala (CeA) is implicated in the negative affective state of alcohol dependence and plays a key role in regulating stress-related behaviors and dependence-associated escalation of alcohol consumption [8,9,10,11,12,13,14,15,16,17,18]. As a result, alcohol-induced molecular and cellular changes in the CeA have been proposed to contribute to the pathophysiology of AUD [5,10,19]. Of note, alcohol-related physiological changes at a whole cell level and the role of different neuronal populations in the CeA have been studied extensively [5,9,10,20,21,22,23,24,25,26,27,28,29,30]. For example, one study showed that inactivation of a specific dependence-induced neuronal ensemble in the CeA reversed excessive alcohol drinking and somatic signs of alcohol dependence in rats [27]. However, the molecular changes underlying these cellular and behavioral responses to alcohol are not well understood.

Perturbation-induced gene expression serves as a sensitive measure of changes in cell functions, and numerous studies have used transcriptome profiling to investigate the mechanisms underlying brain plasticity and brain pathology [8,31,32,33,34,35,36,37,38,39,40,41,42]. Alcohol causes widespread changes in gene expression in the brain [31,39,42,43,44,45,46,47,48], some of which contribute to the development of AUD. Because AUD is a complex disease, with various brain circuits playing particular roles at different stages of AUD progression, it is important to determine alcohol-induced molecular changes across brain regions, AUD stages and animal models. To date, numerous alcohol-related gene expression studies have generated a wealth of transcriptomic data, providing insight into the molecular mechanisms of AUD [8,31,32,33,35,36,37,41,42,49,50,51,52,53,54,55]. In the present study, we complemented this valuable resource with transcriptomic profiling of the CeA in a rat model of alcohol dependence. We identified individual genes, biological functional groups and molecular pathways as mechanistic candidates for alcohol-induced behavioral changes. We used published cell type-specific molecular markers to define cellular identity of alcohol-regulated genes and to propose mechanistic roles for individual cell types in alcohol dependence. These cell type-specific molecular targets may be used in future studies to develop therapeutics to treat AUD.

## 2. Materials and Methods

### 2.1. Animals and Chronic Intermittent Ethanol (CIE) Exposure

All procedures were approved by The Scripps Research Institute (TSRI) Institutional Animal Care and Use Committee and were consistent with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Adult male Sprague Dawley rats (ordered at 200–250 g; 330–360 g at sacrifice) were obtained from Charles River Laboratories (Raleigh, NC) and randomly assigned into Ethanol (CIE) and Control groups (n = 6 per group). All rats were group housed throughout the study (n = 3 per cage), with *ad libitum* access to food and water. CIE rats received 5–7 weeks of daily ethanol vapor (14 h vapor/10 h air) with a target blood alcohol concentration (BAC) of 175–250 mg/dl, as previously described [5]. BACs were measured 1–2 times/week by tail-bleeding and upon sacrifice, and the mean BAC of the subset of rats used in this study was 188 ± 4 mg/dL. Rats from the Control group were treated similarly except with continuous air exposure. Animals were anesthetized with isoflurane and decapitated at the end of the last vapor exposure, and their brains dissected and split into two hemispheres for either gene expression analysis or electrophysiological recordings. Electrophysiological data were published previously [5]. Randomly chosen hemispheres were shipped on dry ice to the University of Texas at Austin for the gene expression analysis.

### 2.2. Gene Expression Using RNA-Seq

Brains were mounted in OCT and cryosectioned (300 µm coronal sections). The CeA was identified [56] and removed using a tissue puncher 1 mm in diameter (Stoelting, Wood Dale, IL, USA). CeA total RNA was isolated using the MagMAX™-96 Kit (Life Technologies, Carlsbad, CA, USA) and checked for quality control (all RIN values were >8.6). RNA library preparation and sequencing occurred locally (https://wikis.utexas.edu/display/GSAF). Illumina NextSeq of poly-A enriched total RNA sequencing was performed (PE 2 × 75, average of 40 million reads per sample). Individual sample libraries were mapped to *Rattus norvegicus* (Rnor_6.0; https://useast.ensembl.org/Rattus_norvegicus/Info/Index) reference genome using Burrows–Wheeler Aligner (BWA) [57]. Aligned sequencing reads were quantified using the python-based library HTSeq. Quantified expression data was analyzed for differential expression between treatment groups using the R Bioconductor package DESeq2 (v1.26) [58] within RStudio (v. 3.6.3), producing fold change, *p* values, and estimated false discovery rate (FDR).

### 2.3. Bioinformatics Analysis

To nominate candidate differentially expressed genes (DEGs) and biological groups we used two approaches, the first highlighting individual DEGs using a 5% FDR threshold and a convergent validity approach that combines nominal statistical significance and biological significance of bioinformatics analysis to control for Type 1 and Type 2 error rates. For the second approach, a list of genes differentially expressed between the two groups at a nominal *p* < 0.05 was subjected to bioinformatics analysis using two resources: (1) EnrichR (http://amp.pharm.mssm.edu/Enrichr, accessed on 1 July 2020), which identifies over-represented functional groups and molecular pathways using several well-curated databases including Gene Ontology (GO), KEGG and Wiki pathways, and (2) Ingenuity Pathway Analysis (IPA, www.ingenuity.com, accessed on 1 July 2020), a knowledgebase that identifies perturbation-related biological pathways and gene networks. In addition, a public database containing molecular markers of different brain cell types [59,60] was used to define cellular identity of DEGs. The criterion for a cell type-specific marker was at least 3-fold enrichment in a given cell type compared to a cell type with the second highest abundance. Molecular markers for astrocytes, neurons (general neuronal markers), oligodendrocyte progenitor cells (OPCs), myelinating oligodendrocytes, microglia and endothelial cells were used in the analysis. Over-representation *p*-values for each functional group, biological pathway, gene network and cell type were calculated using a hypergeometric test. The total number of DEGs, as well as numbers of up- and down-regulated DEGs, in specific cell types and functional groups were compared to chance using a Χ^2^ test with a Bonferroni correction. Finally, we searched for DEGs that are mechanistic candidates for cellular changes observed in our previous study using the same rat model [5]. Specifically, we focused on corticotropin releasing factor (CRF) and calcium channel systems. Because we obtained molecular and electrophysiological data from the same animals, we were able to correlate expression of DEGs with spontaneous GABA_A_-mediated inhibitory postsynaptic current (sIPSC) frequencies recorded from medial CeA neurons.

### 2.4. DEG Validation with qRT-PCR

Total RNA was reverse transcribed using Applied Biosystems High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific Inc., Rockford, IL, USA) and then Taqman Fast Advanced Master Mix (Thermo Fisher Scientific, Rockford, IL, USA) were used to perform quantitative reverse transcription PCR (qRT-PCR). Applied Biosystems Taqman Gene Expression Assays included *Mmp14* (Rn01489226_g1), *Plp1* (Rn01410492_m1), *Gapdh* (Rn01775763_g1), and 18s (Hs99999901_s1). Reactions containing 5 ng of cDNA were performed in triplicate on the CFX384 Real-Time System (BioRad, Hercules, CA). Relative expression was determined using the 2^−ΔΔCt^ method and samples were normalized to the geometric mean of 18s and *Gapdh*. One statistical outlier from the Control group determined by the Grubbs test was removed and results were compared using a Student’s *t*-test with a threshold of *p* < 0.05 as statistical significance (Graph Pad 8.0.0).

## 3. Results

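Poly-A enriched RNA from CeA punches was sequenced in 12 male rats, 6 in the CIE group and 6 in the Control group. The CIE rats had received ethanol vapor for 14 h per day and air for 10 h per day over 5 to 7 weeks, and the mean BAC the paper gives for them is 188 mg/dL. The rats are numbered here as in the sample labels, 1 to 6 in the CIE group and 7 to 12 in the Control group, and the numbers do not pair rats across the groups. The authors mapped the reads to Rnor_6.0 with BWA and counted them per gene with HTSeq. The deposited values are raw counts, with 1 column per rat and no filter on genes. Of 37209 genes listed, 7757 had 0 counts in every rat. Total counts ranged from 61978486 to 78441691 in the CIE group (median 66508700) and from 39082548 to 95647601 in the Control group (median 71937600), and the totals did not differ between the groups (two-sided exact permutation test, p = 0.816). The mean total was 68.3 M counts per rat, whereas the paper states an average of 40 M reads per sample. If each read pair gave 2 counts, which was not settled, the mean would be 34.2 M pairs. The values given here use the total counts. For this re-analysis, counts were normalized by edgeR's TMM method, genes were kept by edgeR's filterByExpr with its defaults, and the 20944 genes that remained were compared between the groups with edgeR's quasi-likelihood F test, two-sided, without covariates. FDR values are Benjamini-Hochberg adjusted p values over these genes. Expression is given as CPM with TMM normalization, and standard errors (SE) are the log2 fold change divided by the square root of F. Negative log2 fold changes stand for lower expression in the CIE group.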

The main objective of this analysis was to identify individual genes, functional groups and molecular pathways affected by chronic intermittent ethanol (CIE) in the CeA. Overall, 1837 genes were differentially expressed (DEGs) between the CIE and Control groups at a nominal *p* value of <0.05, with 985 DEG being up-regulated and 852 DEGs being down-regulated. 

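In the re-analysis of the raw counts, 1740 of 20944 genes differed at a nominal p value below 0.05, 837 of them higher and 903 lower in the CIE group. By chance, 1047 genes (5%) would pass this threshold. The number moved most under limma-voom with sample quality weights, to 3596 genes, of which 1574 were among the 1740. It ranged from 1347 without Control rat 9 to 2811 without CIE rat 3 when each rat was left out in turn. The balance of directions depended on the normalization. With library size only, 60.3% of 1757 genes were higher in the CIE group, against 48.1% with TMM. Of the 1837 genes that Supplemental Table S1 lists, 1836 were tested here. All 1836 had the sign given in the table, and 1573 had a nominal p value below 0.05.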

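At 5% FDR, 76 genes differed between the groups in the edgeR test, 22 higher and 54 lower in the CIE group. In 67 of these genes the 6 CIE and the 6 Control values did not overlap. Over all genes tested, 187 (0.893%) showed no overlap, where chance gives 0.216%. Among the 67, the lowest log2 fold changes were those of *Slc4a1* (-2.62, SE 0.47, FDR 0.0263), *Alox15* (-2.24), *Pcdh12* (-1.98), LOC689064 (-1.92) and LOC103694857 (-1.92), and the highest were those of *Fmo2* (2.64, SE 0.42, FDR 0.0134), *Hif3a* (2.57), *Galnt15* (1.71), *Cml3* (1.55) and *Zbtb16* (1.45). LOC689064 and LOC103694857 belong to the hemoglobin family, whose near-identical copies can share reads. *Slc4a1* was at a mean of 0.785 CPM in the CIE group and its FDR reached 0.0805 without Control rat 9, and that of *Fmo2* reached 0.0517 without the same rat. With each rat left out of the edgeR test in turn the number ranged from 34 without Control rat 9 to 154 without CIE rat 6. DESeq2 on all 12 rats gave 274 genes at 5% FDR, 115 higher and 159 lower, among them all 76. Of 38 genes named in the paper's results, discussion and figures, 30 had a nominal p value below 0.05. Over all genes tested 11 of them passed 5% FDR, and adjusted over the list alone 27 did. The paper chose most of this list on the same libraries, so the second count is not independent evidence.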

Two hundred and eighty-five genes reached the statistical threshold of 5% FDR, with 115 DEGs being up-regulated and 170 DEGs being down-regulated (Figure 1, Supplemental Table S1). 

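The 1740 genes with a nominal p value below 0.05 were 1.66 times the 1047 expected (chi-square p = 6.23e-107), and at a threshold of 0.01 the 559 genes found were 2.67 times the 209 expected (chi-square p = 3.53e-130). This test treats genes as independent. To keep the correlation among genes, the 12 rats were also divided into 6 and 6 in other ways and the same comparison was repeated for 100 of the 462 possible splits, the real one included. As many genes at a nominal p value below 0.05 were found in 12 of the 100 splits, and the other splits gave a median of 738 genes with a range of 299 to 3466. At a nominal p value below 0.01, as many genes were found in 5 of the 100 splits. At 5% FDR, the real split alone gave as many as 76 genes, the other splits giving between 0 and 11 genes with a median of 0. From the total number of DEGs against chance, the paper concludes that CIE had marked effects on CeA gene expression.

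**Figure D1:**
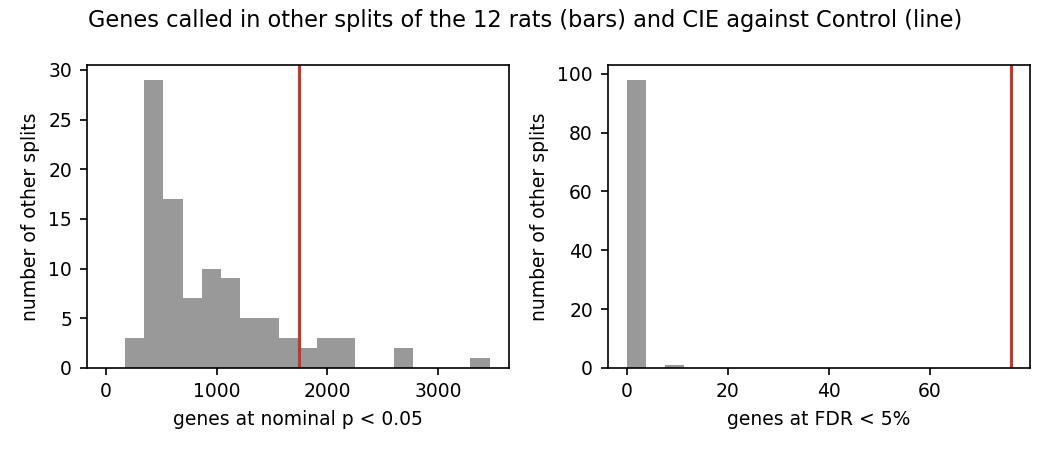
Number of splits of the 12 rats (vertical axes) by the number of genes at a nominal p value below 0.05 (left) and at 5% FDR (right). Grey bars show the other splits and the line the CIE group against the Control group, at 1740 and 76 genes.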

The total number of DEGs was significantly greater than those expected by chance (Χ^2^ *p* < 1.0 × 10^−7^), indicating marked effects of CIE on global CeA gene expression. Many top statistical DEGs were cell type- and tissue type-specific. For example, the top two statistical DEGs, matrix metallopeptidase 14 (*Mmp14*) and fatty acid binding protein 7 (*Fabp7*) are highly enriched in astrocytes. 

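In the edgeR test *Fabp7* had the smallest p value of all genes and *Mmp14* the next. *Mmp14* fell from 12.6 ± 1.64 CPM (SD, n = 6) in the Control group to 4.47 ± 0.531 CPM (SD, n = 6) in the CIE group. Its log2 fold change was -1.49 (SE 0.11, FDR 2.64e-05), and it stayed between -1.55 and -1.44 with each rat left out in turn. *Fabp7* was at 35.4 ± 1.91 CPM in the Control group and 17.0 ± 2.04 CPM in the CIE group. Its log2 fold change was -1.06 (SE 0.08, FDR 2.64e-05), and it stayed between -1.12 and -1.02. In both genes every CIE rat was below every Control rat (exact permutation test, p = 0.00216, the smallest that 6 rats against 6 allow).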

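*Cd93* was at 3.67 ± 1.22 CPM (SD, n = 6) in the CIE group and 10.8 ± 1.53 CPM (SD, n = 6) in the Control group. Its log2 fold change was -1.56 (SE 0.20, FDR 0.00675). *Kdr* was at 10.6 ± 1.82 CPM against 20.0 ± 3.42 CPM, a log2 fold change of -0.92 (SE 0.14, FDR 0.0116). In both genes the 2 groups did not overlap, and both stayed below 5% FDR in each of the 12 fits that left out a rat.

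**Figure D2:**
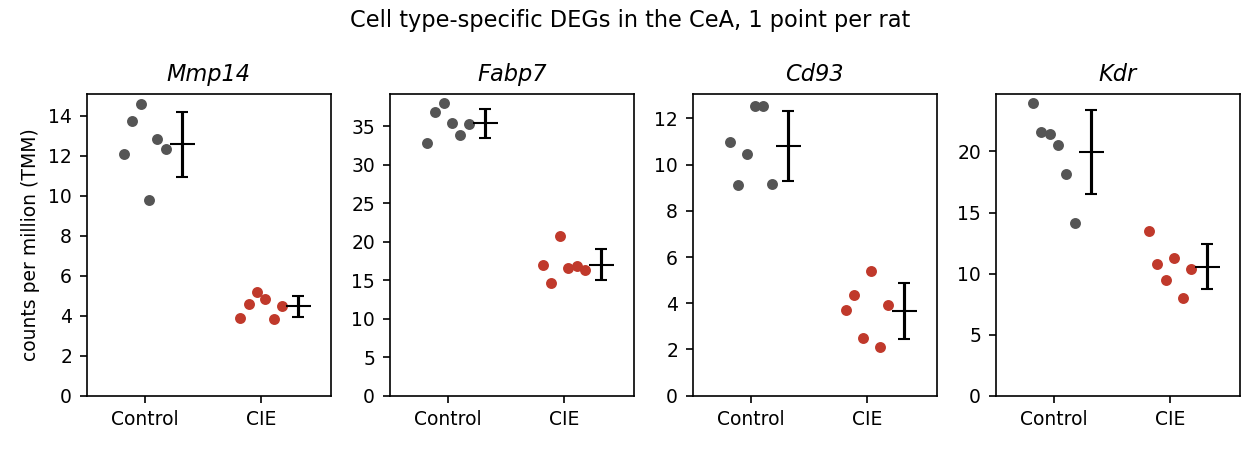
Expression in CPM (vertical axes, from 0) of *Mmp14*, *Fabp7*, *Cd93* and *Kdr*, with 1 point per rat and the mean and SD of each group. The groups do not overlap in any of the 4 genes.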

The C-type lectin transmembrane receptor, *Cd93* and the vascular endothelial growth factor receptor 2, *Kdr*, are markers of endothelial cells, whereas the proteolipid protein 1, *Plp1*, is a marker of oligodendrocytes. We validated RNA-Seq data of two cell type-specific genes using qRT-PCR (Figure 2). Astrocyte-specific *Mmp14* and oligodendrocyte-specific *Plp1* genes were shown to be down-regulated in the CIE group compared to control using both techniques. 

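In the RNA-Seq counts, *Mmp14* was lower in all 6 CIE rats than in any Control rat. Its ratio of group means, CIE to Control, was 0.356, and with each rat left out in turn its FDR lay between 1.72e-05 and 0.000288. The qRT-PCR values were not analysed here.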

Future studies will validate prioritized DEGs at a protein and functional levels.

Over-representation analysis of cell types, functional groups and molecular pathways revealed biological categories potentially important for the development of alcohol dependence in our model (Table 1, Supplemental Table S2). 

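Over-representation was tested with short marker lists written before the counts were examined but after Supplemental Table S1 had been read, since the full marker database of the paper was not used here. Against all 20944 genes tested, 16 of 20 myelinating oligodendrocyte markers had a nominal p value below 0.05, where 1.66 were expected (one-sided Fisher's exact test, FDR over 19 lists 1.61e-13). This test treats genes as independent. Of 20 endothelial markers 12 did (FDR 2.65e-08), and of 20 astrocyte markers 6 did (FDR 0.00963). The count was 1 of 16 neuronal markers (FDR 0.792), 1 of 9 OPC markers (FDR 0.606) and 2 of 18 microglial markers (FDR 0.567). All 16 oligodendrocyte markers were lower in the CIE group. The endothelial markers divided into 10 lower and 2 higher, and the astrocyte markers into 4 lower and 2 higher. The astrocyte result was the least stable. With library size only, 4 astrocyte markers passed (FDR 0.128), 8 did with the cortical and striatal scores as covariates, a fit chosen after the values were seen (FDR 0.000262), and 3 to 5 did when a rat was left out. Of the markers that counted, Supplemental Table S1 also lists 16, 12 and 5. As whole lists, the median log2 fold change was -0.56 in oligodendrocytes (camera, FDR 2.48e-21), -0.27 in endothelial cells (FDR 3.92e-13) and -0.07 in astrocytes (FDR 0.0527). Camera used a preset inter-gene correlation of 0.01. Under the rotation test fry, which keeps the correlation in the data, the endothelial list had an FDR of 0.0179, the oligodendrocyte list 0.0580 and the astrocyte list 0.348. From the over-representation in its own DEG list, the paper proposes that CIE acted on these cell types in particular.

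**Figure D3:**
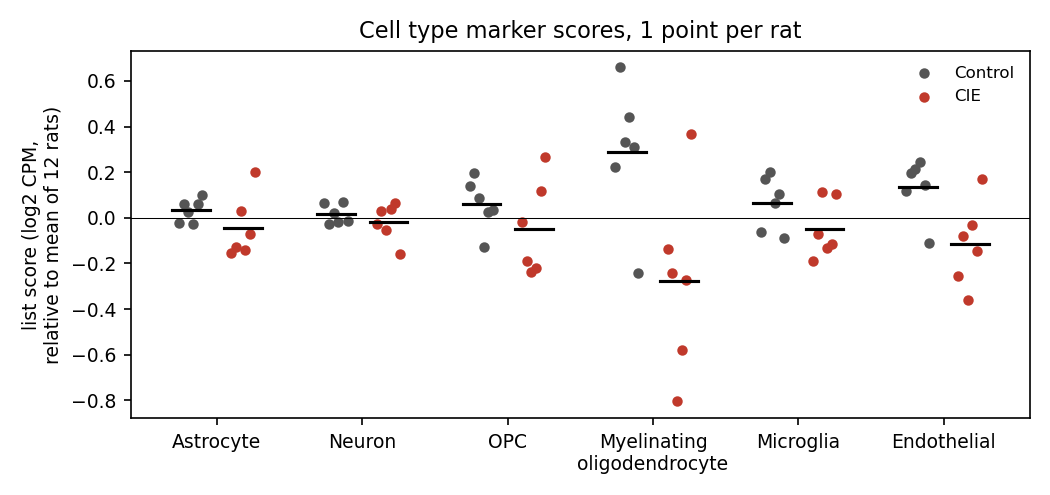
Median over each marker list of the log2 CPM of its genes, each relative to its mean over the 12 rats (vertical axis). There is 1 point per rat and a line at the mean of each group. CIE rat 6 has the highest score of the CIE group in the oligodendrocyte and endothelial lists.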

Genes specific for astrocytes, myelinating oligodendrocytes, and endothelial cells were over-represented in the DEG category, suggesting that these cell types were particularly affected by the CIE procedure. The majority of the over-represented functional groups and molecular pathways were directly related to the functions of glial and endothelial cells, including extracellular matrix (ECM), myelination, vasculogenesis, and regulation of innate immune response, pointing to the importance of non-neuronal cells in responses to chronic alcohol and the development of alcohol dependence. 

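Supplemental Table S1 assigns its DEGs to functional groups, and the direction of these genes was taken from the edgeR fit. In leukocyte migration 21 of 31 genes were lower in the CIE group (exact binomial p = 0.0708, Bonferroni-adjusted over 13 lists 0.920). The genes of the response to alcohol were lower in 22 of 37 cases (p = 0.324), those of the response to oxidative stress in 19 of 35 (p = 0.736), those of the regulation of cytokine production in 30 of 55 (p = 0.590) and those of the regulation of innate immune response in 17 of 33 (p = 1, all exact binomial tests). These lists hold only genes that the paper selected as DEGs in the same libraries, so the counts describe direction and are not independent evidence of a difference. The binomial test also treats the genes as independent.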

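Among the DEGs that Supplemental Table S1 assigns to cell types, 55 of 60 myelinating oligodendrocyte genes were lower in the CIE group in the edgeR fit (median log2 fold change -0.43, exact binomial p = 1.04e-11, Bonferroni-adjusted over 13 lists 1.35e-10). The same held for 20 of 23 OPC genes (Bonferroni-adjusted exact binomial p = 0.00635) and 74 of 100 endothelial genes (2.17e-05). With a Χ2 test, Bonferroni-adjusted over the same 13 lists, the p values were 1.41e-09, 0.00511 and 2.06e-05. Both tests treat the genes of a list as independent. Genes measured in the same rats are not, and the shorter oligodendrocyte marker list had an estimated inter-gene correlation of 0.925 and a fry FDR of 0.0580. Astrocyte genes were higher in 30 of 46 cases (exact binomial p = 0.0541, adjusted 0.703), neuronal genes in 19 of 28 (p = 0.0872, adjusted 1) and microglial genes in 30 of 63 (p = 0.801, adjusted 1). Individually, 57 of the 60 oligodendrocyte genes and 97 of the 100 endothelial genes had a nominal p value below 0.05 in the edgeR test, and 3 and 13 of them passed 5% FDR.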

The majority of oligodendrocyte-specific and endothelial genes were down-regulated (all adjusted Χ^2^ *p* < 0.005), while astrocyte- and neuron-specific DEGs had a tendency to be more up-regulated (Figure 3A). 

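Of the ECM genes in Supplemental Table S1, 45 of 57 were lower in the CIE group (median log2 fold change -0.37, exact binomial p = 1.31e-05, Bonferroni-adjusted 0.000171; Χ2 test adjusted 0.000161). Of the myelination genes, 15 of 16 were lower (median -0.57, exact binomial p = 0.000519, Bonferroni-adjusted 0.00674; Χ2 test adjusted 0.00605). Of these genes, 9 ECM genes and 1 myelination gene passed 5% FDR in the edgeR test. As the 5 lists that passed the correction share genes and rats, their results are not independent of each other, and both tests treat the genes within a list as independent.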

The majority of DEGs from two highly over-represented functional groups, ECM and myelination, were also down-regulated (both adjusted Χ^2^ *p* < 0.005, Figure 3B). 

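*Mmp2* had a log2 fold change of -0.41 (SE 0.13, nominal p 0.00549, FDR 0.295) and *Mmp15* one of -0.21 (SE 0.08, nominal p 0.0186, FDR 0.462). *Adam17* fell from 30.9 ± 1.86 CPM (SD, n = 6) in the Control group to 23.9 ± 3.39 CPM (SD, n = 6) in the CIE group, a log2 fold change of -0.37 (SE 0.09, nominal p 0.000882, FDR 0.124). *Adamts4* fell from 45.0 ± 9.62 to 20.1 ± 7.06 CPM, a log2 fold change of -1.16 (SE 0.22, FDR 0.0368), and its FDR reached 0.0976 without Control rat 8. *Adam8* was higher in the CIE group with a log2 fold change of 0.38 (SE 0.17, nominal p 0.0485, FDR 0.596), and *Reck* with one of 0.33 (SE 0.09, nominal p 0.00288, FDR 0.216). The *Mmp15* value of CIE rat 6, 70.9 CPM, lay far above the other CIE rats (53.4 to 57.2 CPM), and without it the FDR was 0.0951.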

ECM organization was one of the top over-represented functional groups and included several metalloproteinases, including *Mmp2*, *Mmp14*, *Mmp15*, *Adam17*, *Adamts4*, which were all down-regulated in the CIE group; in contrast, *Adam8* and a metalloproteinase inhibitor, *Reck*, were up-regulated (Supplemental Table S1). 

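*Col4a1* had the smallest p value of the collagen genes. It was at 42.3 ± 5.49 CPM (SD, n = 6) in the CIE group and 68.2 ± 6.26 CPM (SD, n = 6) in the Control group, a log2 fold change of -0.69 (SE 0.09, FDR 0.00675). *Col3a1* had a log2 fold change of -1.07 (SE 0.19, FDR 0.0243), *Col1a1* one of -1.04 (SE 0.19, FDR 0.0270) and *Col4a5* one of -0.43 (SE 0.08, FDR 0.0328). Without Control rat 9, whose 37.1 CPM stood apart from the other Control rats (20.9 to 23.8 CPM), the FDR of *Col1a1* was 0.0577. With 1 rat left out, the highest FDR was 0.0734 for *Col3a1* and 0.0802 for *Col1a1*, both without CIE rat 4, and 0.111 for *Col4a5*, without Control rat 9. *Col5a3* (-0.52, FDR 0.0652), *Col4a2* (-0.30, FDR 0.124) and *Col1a2* (-0.77, FDR 0.273) were lower at nominal p values of 0.000280, 0.000881 and 0.00459. *Mbp* was at 3576 ± 1182 CPM in the CIE group and 5188 ± 1127 CPM in the Control group, a log2 fold change of -0.54 (SE 0.20, nominal p 0.0167, FDR 0.450).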

Several known substrates of metalloproteinases were also regulated by alcohol, including several down-regulated collagen genes (*Col1a1*, *Col1a2*, *Col3a1*, *Col4a1*, *Col4a2*, *Col4a5*, *Col5a3*) and myelin basic protein (*Mbp*). 

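*Il6r* was at 13.5 ± 2.87 CPM (SD, n = 6) in the CIE group and 9.97 ± 0.742 CPM (SD, n = 6) in the Control group. The log2 fold change was 0.44 (SE 0.12), with a nominal p value of 0.00327 at rank 301 of 20944 and an FDR of 0.227. Of the 6 CIE rats, 5 were above every Control rat (exact permutation test of the group means, p = 0.00649). With each rat left out in turn the FDR lay between 0.0963 and 0.478.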

One of the top statistically significant DEGs was interleukin 6 receptor (*Il6r*) (Figure 1B). This receptor is part of the pro-inflammatory cytokine IL-6 pathway that has been involved in the neuroimmune response to alcohol and may play a critical role in alcohol dependence [61,62,63].

The present set of experiments was part of a larger study, with the electrophysiological, pharmacological and biochemical data published previously [5]. Of note, in this manuscript we will use the term corticotropin releasing factor (CRF) when referring the neurobiological actions of the peptide system and the equivalent term, corticotropin releasing hormone (CRH), as it relates to the gene symbol nomenclature. The Varodayan and colleagues paper highlights the importance of L-type calcium channels (LTCC) and the CRF system in mediating the effects of alcohol dependence on CeA gamma aminobutyric acid (GABA) neuron activity, and its role in the escalated alcohol intake in alcohol-dependent rats. To uncover molecular determinants of these neurobiological effects we searched for DEGs related to the LTCC and CRF systems. We found that two different types of LTCC and two CRH-related genes were changed in the CIE group, compared to control. Specifically, LTCC *Cacna1f* (Cav1.4) was down-regulated, whereas LTCC *Cacna1d* (Cav1.3) was up-regulated. In addition, *Crh* was down-regulated, whereas corticotropin releasing hormone binding protein, *Crhbp*, was up-regulated (Supplemental Table S1). 

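*Cacna1f* was detected at low counts, between 11 and 27 counts per CIE rat and between 26 and 81 counts per Control rat. It was at 0.326 ± 0.0990 CPM (SD, n = 6) in the CIE group and 0.695 ± 0.221 CPM (SD, n = 6) in the Control group, a log2 fold change of -1.09 (SE 0.30, nominal p 0.00272, FDR 0.210), and 4 of the 6 CIE rats were below every Control rat. DESeq2 placed it below 5% FDR. *Cacna1d* was at 136 ± 25.1 CPM in the CIE group and 114 ± 11.5 CPM in the Control group, a log2 fold change of 0.26 (SE 0.11, nominal p 0.0427, FDR 0.579). Its difference in group means had an exact permutation p of 0.0866.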

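*Crh* was at 5.97 ± 1.54 CPM (SD, n = 6) in the CIE group and 8.15 ± 1.20 CPM (SD, n = 6) in the Control group. The log2 fold change was -0.45 (SE 0.17, nominal p 0.0193, FDR 0.472). *Crhbp* was at 7.35 ± 3.16 CPM against 4.82 ± 0.927 CPM, a log2 fold change of 0.61 (SE 0.25, nominal p 0.0304, FDR 0.540). Only 3 of the 6 CIE rats were above every Control rat in *Crhbp*, rats 1, 2 and 4 (11.7, 8.10 and 10.1 CPM). These 3 rats also had the highest scores of cortical glutamatergic markers (1.94, 1.35 and 1.27), so the place of the punch remains open for *Crhbp*. The exact permutation p was 0.0238 for *Crh* and 0.108 for *Crhbp*. Neither gene reached 5% FDR in any of the 12 fits that left out a rat, the FDR of *Crh* lying between 0.283 and 0.766 and that of *Crhbp* between 0.224 and 0.839.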

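Other calcium channel and CRF genes were measured in the same libraries. *Cacna1e* had a log2 fold change of 0.33 (SE 0.15, nominal p 0.0425, FDR 0.578). Of the CIE rats, only 1, 2 and 4 (654, 567 and 615 CPM) were above every Control rat in *Cacna1e*, as in *Crhbp*. *Cacna1b* (0.17, nominal p 0.117), *Cacna1c* (0.21, nominal p 0.102), *Cacnb2* (0.26, nominal p 0.133) and *Cacna2d1* (0.11, nominal p 0.362) did not pass the nominal threshold in the edgeR test. *Crhr1* was at 20.7 ± 2.50 CPM (SD, n = 6) in the CIE group and 20.9 ± 2.79 CPM (SD, n = 6) in the Control group (log2 fold change -0.01). *Cacna1s* was near the detection limit, at 0.306 and 0.296 CPM.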

An IPA-based gene network shows literature-based relationships between calcium channels and CRF and GABA systems (Figure 4). 

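The sIPSC values of single rats were not used here, but the correlation coefficients in Supplemental Table S1 constrain them. The 12 standardized sIPSC values that best give these coefficients were found by least squares from 918 genes and tested on the other 918. On log2 CPM, the scale chosen before the data were examined, the predicted and tabulated coefficients of the held-out genes correlated at 0.993 across genes, and 219 of 1836 genes correlated with the recovered values at a nominal p value below 0.05. On counts divided by DESeq2 size factors, a scale chosen after the values were seen, the held-out correlation was 1.00 and 220 genes passed. The recovered values come from the paper's own coefficients, so these counts are not an independent measurement of the relation. When the 12 values were permuted 100000 times on the second scale, a median of 42 genes passed, and 220 or more genes passed in 11569 permutations (p = 0.116). On log2 CPM the same permutation test gave p = 0.116. With the group means removed, 164 genes passed on the second scale (permutation p = 0.123). After Benjamini-Hochberg adjustment over the 1837 coefficients of the table, 0 passed 5% and the smallest adjusted p was 0.385, against 220 at an unadjusted p below 0.05.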

Correlational analysis of DEG expression with previously published sIPSC frequency values identified 220 statistically significant correlations (nominal *p* < 0.05) (Supplemental Table S1). In particular, *Cacna1f* (Cav1.4) was negatively correlated with sIPSC frequency (which reflects basal CeA GABA release), supporting its potential role in alcohol dependence.

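On log2 CPM, *Cacna1f* correlated with the recovered sIPSC values across the 12 rats with Pearson's r = -0.66 (permutation test, p = 0.0213) and Spearman's rho = -0.62 (permutation test, p = 0.0386). Without CIE rat 3 and Control rat 7, the 2 rats farthest from the median sIPSC value, r was -0.32, a value that the narrower range of sIPSC values also lowers. Within the CIE group r was -0.87 (exact permutation p = 0.0472) and within the Control group -0.18 (exact permutation p = 0.661). On counts divided by DESeq2 size factors r was -0.58 over all 12 rats, and its p value adjusted over 31 DEGs that the paper names was 0.193. Of these 31 genes, 8 correlated at a nominal permutation p below 0.05 and 0 after adjustment. The paper takes the negative sign of this correlation as support for a possible role of *Cacna1f* in alcohol dependence. It also draws on the lower expression of the gene and on its authors' earlier work on L-type calcium channels.

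**Figure D4:**
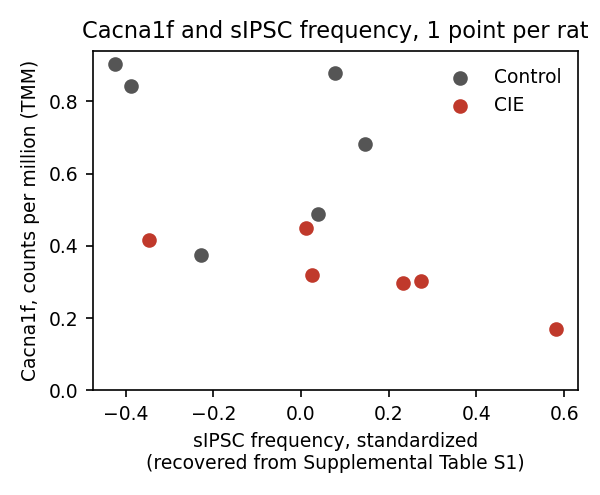
*Cacna1f* in CPM (vertical axis, from 0) against the standardized sIPSC frequency recovered from the coefficients of Supplemental Table S1 on counts divided by DESeq2 size factors (horizontal axis, no unit), with 1 point per rat. CIE rat 3 lies at the highest sIPSC value, 0.581, and Control rat 7 at the lowest, -0.425.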

## 4. Discussion

We identified numerous genes and functional groups regulated in the CeA of alcohol-dependent rats. Many of these genes are expressed in a cell type-specific manner and many of the functional groups represent known functions of specific brain cells, providing a more focused interpretation of the data. The CeA is a key brain region implicated in the regulation of escalated alcohol drinking in alcohol-dependent subjects [32,64,65,66,67,68]. It is the major output nucleus of the amygdala, and is connected to other parts of the extended amygdala, as well as other key brain regions involved in the regulation of alcohol effects. Therefore, transcriptional changes in CeA could significantly influence the activity of other brain regions [10,13]. The CIE vapor treatment produces a robust escalation of alcohol consumption [2,7,22,69], a hallmark of alcohol dependence, and we hypothesize that the identified molecular changes may be mechanistically linked to the CeA-mediated behavioral effects.

Our dataset is complementary to previous transcriptomic studies focusing on AUD models [8,22,31,32,35,36,37,42,52,68,69]. The previous work investigated various brain regions, including the CeA, using different alcohol paradigms, and mainly focused on time points corresponding to acute and protracted withdrawal from chronic alcohol (1 h to 3 weeks). For example, Repunte-Canonigo and colleagues [53] used a rat model of dependent alcohol self-administration to study transcriptional changes in the CeA and other brain regions at 3 weeks after the end of alcohol vapor exposure. The study focused on molecular networks of the glucocorticoid receptor, *Nr3c1*, and their role in alcohol dependence-induced drinking, and no cell type-specific analysis was performed. Compared to this and other studies, we investigated gene expression at the end of last alcohol vapor session, when the dependent animals were still intoxicated. We hypothesize that transcriptional changes at this time point reflect cellular adaptations to long-term alcohol exposure, some of which may contribute to behavioral phenotypes associated with alcohol dependence, such as behavioral tolerance, withdrawal severity, and escalated alcohol consumption. In our study, no behavioral measurements were obtained, and, therefore, no correlations with gene expression can be measured, a weakness that can be addressed in future experiments. Such an analysis may hint at which DEGs are causative to alcohol-related behaviors and which ones are simply compensatory to alcohol effects.

Our cell type-specific approach highlighted the importance of glial and endothelial cells in chronic alcohol effects on the CeA, as numbers of cell type-specific DEGs were greater than those expected by chance in astrocytes, oligodendrocytes and endothelial cells. 

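*Nr3c1* was at 110 ± 5.46 CPM (SD, n = 6) in the CIE group and 118.7 ± 8.74 CPM (SD, n = 6) in the Control group. The log2 fold change was -0.11 (SE 0.06, nominal p 0.110, FDR 0.709), and it stayed between -0.13 and -0.08 with each rat left out in turn.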

Interestingly, the *Nr3c1* gene differentially expressed in the Repunte-Canonigo et al. study is enriched in these cell types [59], and, although it was not regulated in our study, this further highlights the importance of these cell types in alcohol dependence and provides some validation of our approach. Not surprisingly, biological functions typically associated with these cell types were also over-represented in the DEG list, including ECM organization, myelination, leukocyte migration, angiogenesis, vasculogenesis and a number of immune functions and molecular pathways. Myelin dysfunction has long been implicated in the effects of alcohol on the brain [70,71] and recent studies have also implicated ECM reorganization and neuroimmune processes in AUD-related conditions including alcohol dependence [35,64,72,73,74,75]. Microglia, the resident immune cells of the central nervous system, play an important role in brain normal processes and disease, including AUD. Recent reports showed that CIE treatment resulted in robust changes in gene expression in isolated microglia and astrocytes [76] and implicated these cell types in the regulation of alcohol consumption and development of alcohol dependence in mice [77,78,79]. Our data complement these findings by identifying specific molecular processes associated with glial functions in alcohol dependence in rats.

ECM organization was a top over-represented functional group in our study, with several different families of ECM genes being regulated, including matrix metalloproteinases (MMP), a disintegrin and metalloproteinases (ADAM), ADAM with thrombospondin motifs (ADAMTS), and collagen factors. Metalloproteinases are capable of digesting ECM macromolecules and non-ECM molecules, including some membrane proteins, growth factors, cytokines, collagen and myelin basic protein, all of which are determinants of the tissue microenvironment [72,80,81]. In the brain, metalloproteinases are critical for tissue formation, neuronal network remodeling, and blood–brain barrier integrity [72,82,83]. MMPs are Zn^+2^ dependent endoproteinase that are important for the cleavage of extracellular proteins and inactivation of certain chemokines and cytokines (i.e., cleavage of TNF-α, glycoproteins, and collagen) [84,85,86]. MMPs have been linked to several biological functions within the brain such as synaptic plasticity [65,72,87], upregulation in gliomas [88], chronic inflammatory diseases [89], AUD [72,87], and neuron/CNS repair mechanisms [83]. Similar to MMPs, ADAMs are membrane anchored enzymes that are regulated by Zn^+2^ and play a similar role to MMPs. Several genes from this family, including *Adam8* and *Adam17* were differentially expressed between the groups. A recent study proposed a role for ADAM8 in cell adhesion during neurodegeneration [90]. There is currently limited information on the role of *Adam8* as it relates to alcohol dependence. A quick literature search revealed a regulation of this gene in genetic mouse models of high alcohol consumption [35]. Regarding *Adam17*, a study by Bell and colleagues showed that there was a five-fold lower expression of *Adam17* in the nucleus accumbens of alcohol preferring (P) rats [48]. Interestingly, in a study of post-mortem brain samples in individuals with Schizophrenia and bipolar disorder, the levels of TNF-α were negatively correlated with those of *Adam17* [91], suggesting anti-inflammatory properties for this gene. Another ECM gene, reversion-inducing, cysteine-rich protein with Kazal motifs (*Reck*) was upregulated by alcohol. RECK is a glycosylphosphatidylinositol-linked glycoprotein, which inhibits MMP-2, MMP-9, and MT1-MMP (MMP-14) [80,92,93]. There is limited information on the role of RECK in AUD, with the exception that it was differentially expressed in the postmortem brains of AUD subjects comparted to control [51]. A report by Wang and colleagues implicated RECK in the protection of tissue integrity and promotion of functional recovery in the brain after cerebral ischemia [94], suggesting a possible compensatory role of *Reck* upregulation in response to alcohol-induced tissue damage. Gene expression studies in alcohol mouse models reported ECM as an over-represented functional group. For example, our recent study showed that a decitabine-induced decrease in voluntary alcohol consumption in non-dependent C57BL/6J male mice was associated with changes in several ECM genes in the ventral tegmental area [75]. Some of the genes (e.g., *Kdr*, *Adam17*) overlapped with our current study, while many others were different, suggesting that alcohol-related changes in ECM genes are, at least in part, specific to species, alcohol model, or brain region.

Collagens, that can serve as MMP substrate, are ubiquitous proteins that constitute the main structural element of the ECM, and their main function is participation in cell-to-cell adhesion. 

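Beyond the collagen genes already given, *Col15a1* had a log2 fold change of -0.76 (SE 0.16, nominal p 0.000398, FDR 0.0765), and every CIE rat was below every Control rat. *Col6a1* had a log2 fold change of -0.38 (nominal p 0.00313, FDR 0.221). *Col19a1* was higher in the CIE group (0.42, nominal p 0.00828, FDR 0.354). *Col22a1* (0.36) had a nominal p of 0.0541 in the edgeR test and of 0.0359 in DESeq2. *Lox*, whose product cross-links collagen, was at 0.992 ± 0.374 CPM (SD, n = 6) in the CIE group and 1.97 ± 0.181 CPM (SD, n = 6) in the Control group, a log2 fold change of -0.98 (SE 0.23, nominal p 0.000854, FDR 0.123).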

We identified several differentially expressed collagen-producing genes including *Col4a1*, *Col4a2*, *Col1a1*, *Col3a1*, *Col4A5*, *Col15A1*, *Col5a3*, *Col1a2*, *Col6a1*, *Col19a1*, and *Col22a1*. It has been shown that *Col4a1* mutations may lead to gross morphological changes to mouse brains as well as neurological inflammation and cortical hemorrhage [95,96]. *Col3a1* and *Col1a1* are the most abundantly expressed genes in the ECM. One study by Mouton and colleagues looked at the effects of *Col3a1* and *Col1a1* in the ECM of cardiac cells and showed that alcohol decreased the expression ratio of *Col3a1* and *Col1a1* [97]. This research group also showed that *Lox* was attenuated after alcohol administration in cardiac ECM [86,97]. Additionally, *Lox* is important for the cross-linking of collagen fibers [86,97].

A coordinated regulation of several ECM metalloproteinases including *Mmp2* and *Mmp14*, their substrates (e.g., several collagen genes and myelin basic protein, *Mbp*), and a metalloproteinase inhibitor, *Reck*, suggests a specific mechanism for ECM re-organization in response to chronic alcohol, which may modulate neuronal activity and result in behavioral changes, such as an escalation of alcohol drinking. This mechanism may link alcohol-induced demyelination, changes in endothelial cell functions and blood-brain barrier integrity, leukocyte migration and other immune responses to the action of several ECM metalloproteinases on their substrates. 

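Of the Mmp, Adam and Adamts genes, 46 were tested. In the CIE group 25 of them were lower and 21 higher (two-sided exact binomial test, p = 0.659). At a nominal p value below 0.05, 8 were lower and 4 higher, and *Mmp14* and *Adamts4* passed 5% FDR. By family, 7 of 11 Mmp genes, 7 of 17 Adam genes and 11 of 18 Adamts genes were lower. Over the alternatives that tested all 46, the number lower lay between 20, under limma-voom with sample quality weights and with the myelin score as a covariate, and 29, with the cortical and striatal scores as covariates. At a nominal p value below 0.05, 4 were lower and 6 higher with the myelin score. Both covariate fits were chosen after the values were seen.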

The majority of metalloproteinases in our study were down-regulated by alcohol. It is important to note that the direction of changes at an mRNA level does not necessarily imply the same direction at the protein or functional levels, as many mRNA changes indicate a compensatory response of a cell to a loss or gain of function [98,99,100]. mRNA changes simply implicate a biological process or function, and additional experiments at a functional level are necessary to define the exact mechanism.

It has been shown that CRF (*Crh*) and its primary receptor subtype 1, CRF1 (*Crhr1*) and more recently the binding protein, *Crhbp*, are implicated in several alcohol-related behaviors including, but not limited to, binge [101,102] and chronic alcohol exposure [103]. We have shown that alcohol dependence recruits the CRF system and alcohol consumption is strongly driven by the CRF1 receptors [4]. Our previous study highlighted the functional role of CeA CRF1 and L-type calcium channel signaling in the development of alcohol dependence [5]. Specifically, acute alcohol increased CeA neuronal activity in naive rats by engaging LTCCs, and intra-CeA LTCC blockade reduced alcohol intake in nondependent rats. Alcohol dependence disrupted this LTCC-based mechanism and revealed the importance of the CRF1 pathway in driving escalated alcohol drinking in dependent animals. Here, we found that *Crh*, *Crhbp* and 2 LTCC genes (*Cacna1f* and *Cacna1d*) were differentially expressed between the CIE and control groups, supporting their role in the mechanisms observed at the cellular and behavioral levels. Although the directionality of transcriptional regulation does not imply a gain or reduction of function, these four genes are primary molecular candidates for alcohol-induced CeA-mediated behavioral effects. It is currently not clearly understood how *Crhbp* interacts with CRF and CRF1 receptors. However, there is some evidence of alcohol effecting *Crhbp* in the VTA [104,105], PFC [106], and CeA [105]. For example, Haass–Koffler and colleagues showed that a selective reduction of *Crhbp* expression in the CeA decreases ethanol consumption in ethanol-dependent rats, a result consistent with an up-regulation of this gene in our ethanol-dependent animals, which are expected to drink more ethanol after the CIE treatment [105].

## 5. Conclusions

In summary, we propose a critical role for non-neuronal cells and cellular functions in the effects of chronic alcohol on the brain and the development of alcohol dependence. The specific role of metalloproteinases and other ECM molecules in the development of alcohol dependence remains unclear and warrants further investigation. The glial- and endothelial-related changes may contribute to changes in neuronal activity, which ultimately leads to the escalated alcohol intake in alcohol-dependent subjects. The current study nominates potential targets for developing therapeutics to treat AUD.

## Figures and Tables

**Figure 1:**
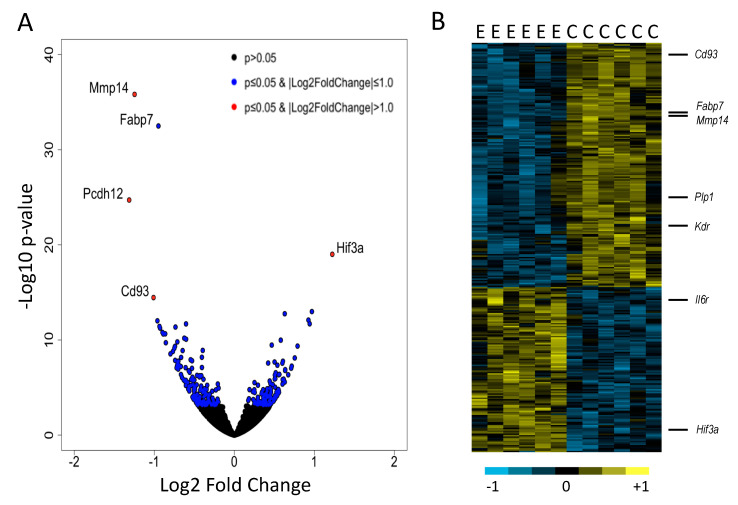
(**A**) Volcano plot showing differentially expressed genes (DEGs) (in color). Highlighted are the top statistically significant DEGs, up-regulated in the CIE group (on the right) and down-regulated in the CIE group (on the left). (**B**) Heat map of DEGs at 5% false discovery rate. Ethanol CIE group (E) and control air group (C). Representative cell and tissue type-specific genes are shown on the right.

**Figure 2:**
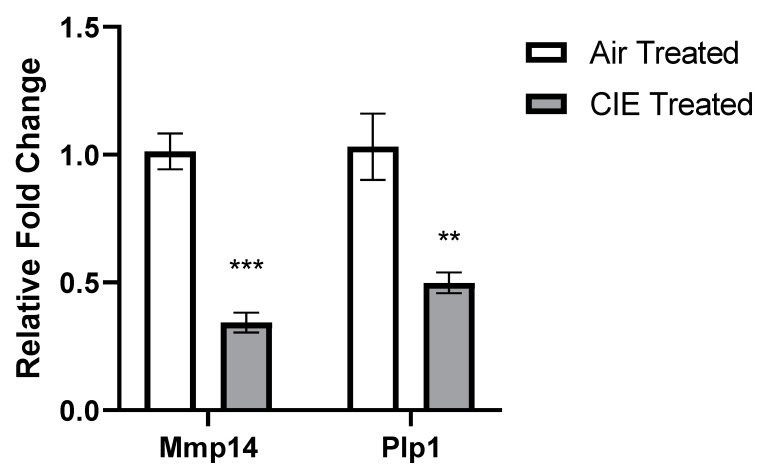
qRT-PCR validation of two cell type-specific DEGs, *Mmp14* (astrocytes) and *Plp1* (oligodendrocytes), differentially expressed at FDR < 5%. *** *p* < 0.001; ** *p* < 0.01 based on Student’s *t*-test.

**Figure 3:**
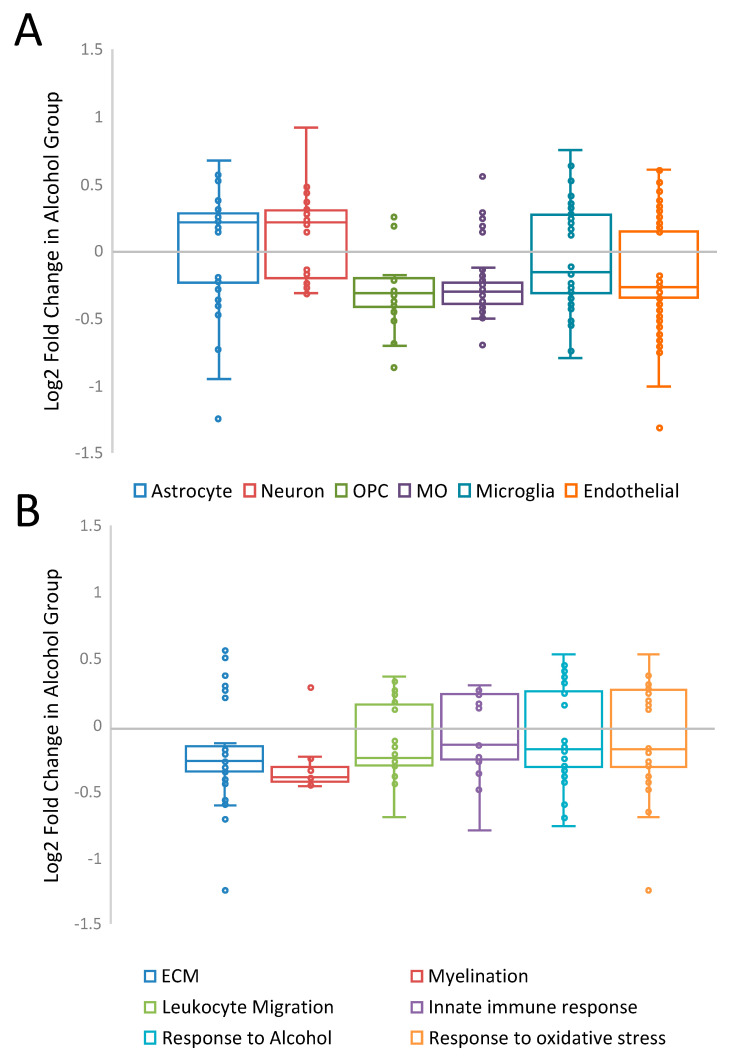
General directionality of CIE-induced gene expression changes within major CNS cell types (**A**) and selected over-represented functional groups (**B**). Individual DEGs are represented by small circles. Median expression of DEGs for each biological category is shown as a horizontal line within the 50% interquartile range. OPC: oligodendrocyte progenitor cells; MO: myelinating oligodendrocytes; ECM extracellular matrix.

**Figure 4:**
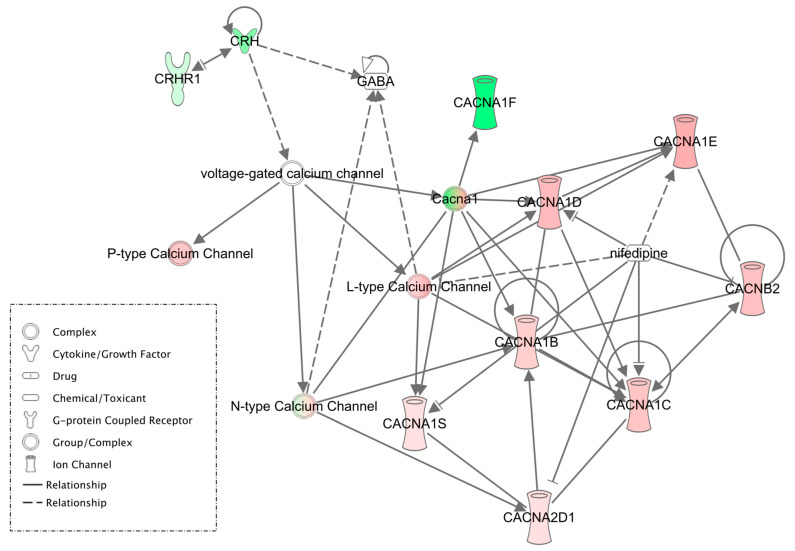
IPA-based molecular network showing literature-based relationships among calcium channels, CRF, and GABA. Corticotropin-releasing hormone (*Crh*) as well as L-type calcium channels, *Cacna1f* (Cav1.4) and *Cacna1d* (Cav1.3) were differentially expressed between CIE and control animals. Another CRF system-related DEG, *Crhbp* is not shown (see text for detail). Green color = down-regulation and red color = up-regulation in the CIE group, compared to control. These changes serve as molecular correlates of alcohol-induced cellular and behavioral effects mediated by CeA ([5]).

**Table 1:** Over-represented cell types and representative biological functional groups and molecular pathways. For a full list of over-represented functional groups and pathways, see Supplemental Table S2.

Biological Category		# of Genes	*p* Value
Cell type			
	Myelinating Oligodendrocyte	60	9.20 × 10^−12^
	Endothelial Cells	100	5.40 × 10^−7^
	Astrocyte	46	3.00 × 10^−12^
Functional Group			
	Extracellular Matrix (ECM) organization	59	1.57 × 10^−6^
	Ensheathment of neurons	18	1.94 × 10^−5^
	Brain development	33	9.51 × 10^−5^
	Myelination	16	1.09 × 10^−4^
	Leukocyte migration	36	2.82 × 10^−4^
	Regulation of cell adhesion	47	5.28 × 10^−4^
	Regulation of cytokine production	62	5.60 × 10^−4^
	Response to alcohol	40	6.43 × 10^−4^
	Vasculogenesis	14	2.55 × 10^−3^
	Response to oxidative stress	39	2.83 × 10^−3^
	Regulation of innate immune response	34	5.41 × 10^−3^
	Regulation of blood vessel size	11	2.11 × 10^−2^
Molecular Pathway			
	NF-kappa B signaling pathway	16	1.09 × 10^−2^
	IL-6 signaling pathway	16	2.90 × 10^−2^
	IL-1 signaling pathway	8	3.01 × 10^−2^

## Data Availability

Raw RNA-seq data has been deposited into NCBI GEO Accession number GSE159136.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/brainsci11091149/s1, Table S1: title: “A list of DEGs”, Table S2: title: “A list of over-represented biological functional groups”.

How the deposited data were processed for this re-analysis (not part of the article)

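RNA from CeA punches of 6 CIE and 6 Control rats was measured by poly-A RNA-Seq, with 1 library per rat. The authors mapped paired reads to Rnor_6.0 with BWA and counted reads per gene with HTSeq. The paper's text does not name the gene annotation or the strand and overlap settings. The file holds raw counts of 37209 genes. Total counts lay between 39082548 (Control rat 11) and 95647601 (Control rat 8). Pairs of rats within a group differed by 17.5 to 215 times the Poisson variance, as a mean over genes with at least 20 counts in the pair. This mean is weighted by abundant genes and says little about scarce ones. Of the gene symbols, 20212 were found as symbols and 2845 as synonyms in the reference annotation used for names. Its coordinates were not used. The CIE rats are numbered 1 to 6 and the Control rats 7 to 12, so an effect that follows the order of these numbers cannot be told apart from CIE in any comparison of the 2 groups.

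Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Before the data were examined, the comparison was set as edgeR's quasi-likelihood F test between CIE and Control with TMM normalization, filterByExpr and no covariates. The paper used DESeq2, which was set as an alternative. On counts simulated with 200 changed genes at a log2 fold change of 1 in either direction, edgeR recovered 180 changed genes and called 13 unchanged ones at 5% FDR, DESeq2 recovered 189 and called 47, and DESeq2 with betaPrior recovered 189 and called 43 with a median size of 0.784.

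There were 25 alternatives set before the data were examined. They were DESeq2's size factors in edgeR, library size only, no filter, at least 10 counts in every rat, DESeq2, DESeq2 with betaPrior, limma-voom with sample quality weights, 1 surrogate variable, leaving out each of the 12 rats, a nominal threshold of 0.01, fry, camera with estimated correlation, linear CPM, and removal of the group means. A further 5 were added after the values were seen. These were the cortical and striatal marker scores as covariates, the myelin marker score as a covariate, counts divided by DESeq2 size factors for the sIPSC correlations, and DESeq2 with betaPrior restricted to genes with a mean normalized count above 22, in 2 versions that applied the limit before and after the fit. The limit of 22 was taken from the lowest mean in Supplemental Table S1.

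In all, 19 marker lists were written before the counts were seen but after Supplemental Table S1 had been read. They were tested with Fisher's exact test, with camera at a preset inter-gene correlation of 0.01, with fry and with camera at an estimated correlation. They cover astrocytes, neurons, OPCs, myelinating oligodendrocytes, microglia, endothelial cells, mural cells, meningeal fibroblasts, choroid plexus, erythroid blood, central amygdala neurons, cortical glutamatergic neurons, striatal projection neurons, cholesterol synthesis, glucocorticoid-induced, immediate early and interferon-induced genes, and both phases of the circadian clock. Platelet and leukocyte lists were added later. The leukocyte list had 2 tested genes (*Il2rg* and *Ltb*), too few for a set test. Genes named in the text are those the paper names, of which 1 is not reported here, the 5 highest and 5 lowest log2 fold changes at 5% FDR without overlap of the groups, and the 3 members with the smallest p of each list past 5% FDR. Exact permutation tests of 6 rats against 6 cannot give a p below 0.00216.

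In all, 28 pairs of a pattern and an explanation were tested, 19 with the test written before and 9 with the test written after the result was seen. Other splits of the rats were fitted for 100 of 462 possible splits with a fixed seed. Correlations were tested with 100000 permutations. The qRT-PCR values, the GO, KEGG and IPA analyses and the full marker database were not analysed here.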

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

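The tests on CIE rat 5, on markers that moved apart from their own list, on the spread of the cortical and the mural markers and on the depth of the CIE libraries were chosen only after the results were seen. A list was taken to hold markers that moved apart when at least 3 did, a limit also set after the counts were seen. Supplemental Table S1 had been read before the marker lists were written, so tests of these lists are not independent of the paper's results. That table holds 17 of 22 glucocorticoid-induced, 17 of 24 cholesterol synthesis and 10 of 18 erythroid genes listed. It also holds 7 of 11 mural, 6 of 16 meningeal and 5 of 9 *Dbp*-phase clock genes listed.

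Single rats stood apart from the rest of their group in 11 of 82 groups of 6 values, where chance gives 4.1. They were *Hif3a* in CIE rat 3 (3.65 CPM), *Il6r* in Control rat 12 (11.4 CPM), *Mmp15* (70.9 CPM) and *Col4a1* (52.7 CPM) in CIE rat 6, *Col1a1* (37.1 CPM), *Col1a2* (16.0 CPM) and *Col22a1* (1.34 CPM) in Control rat 9, *Col15a1* in Control rat 11 (4.52 CPM), *Cacnb2* in Control rat 10 (136.7 CPM), and *Kdm5d* (17.9 CPM) and *Eif2s3y* (17.8 CPM) in CIE rat 5. Without the rat concerned, *Col1a1* no longer passed 5% FDR (0.0577) and *Hif3a* (0.00149) and *Col4a1* (0.000597) still did. The other genes passed 5% FDR neither with nor without that rat. No cause was tested for the first 9, and no biological explanation was tested.

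In CIE rat 5 the Y-linked transcripts *Kdm5d* and *Eif2s3y* were at 40.6% and 33.2% of the mean of the other 11 rats. Of 5 X-linked partners of Y-linked genes, 2 were above their highest value in the other rats, *Eif2s3x* by 5.28 SD and *Ddx3x* by 5.04 SD from their mean, while *Kdm5c*, *Usp9x* (0.900 SD) and *Kdm6a* (0.499 SD) stayed within the range. RNA from a female animal would raise such partners and loss of the Y chromosome in part of the cells would not, so with 2 of 5 raised in 1 library these explanations cannot be told apart. A low depth is argued against by the total of 68751649 counts, within the range of the other rats. LOC102554630, chosen after its values were seen, was at 81.4 CPM in this rat and at 1.49 to 4.84 CPM in the others. Without CIE rat 5, 51 genes passed 5% FDR against 76.

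Erythroid transcripts were lower in the CIE group, with a median log2 fold change of -1.78 over 13 of 18 listed genes (camera FDR 9.17e-53, fry FDR 0.000498, and between 0.000141 and 0.00968 over 14 alternatives). The list score of every CIE rat was below that of every Control rat. *Hba1*, the most abundant, was at 101 CPM in the CIE group and 317 CPM in the Control group, and LOC103694857, *Hbb-b1* (-1.84) and LOC103694855 (-1.88) had the smallest p. The hemoglobin copies can share reads. By the test set beforehand, the 13 log2 fold changes differed by more than their standard errors (Cochran Q, chi-square p = 1.48e-06). This cannot decide on less residual blood as the whole explanation, because transcripts also made outside blood would fall less. The 8 hemoglobin genes alone, a subset chosen after the values were seen, did not differ in their fall by more than their standard errors (Cochran Q, chi-square p = 0.990), while *Alas2* (-0.998) and *Epb42* (-0.27) fell less. A differing share of cortex or striatum is argued against by fry (FDR 0.00226 with the cortical and striatal scores as covariates). Other differences in the place of the punch remain open. Lower depth of the CIE libraries is argued against by an exact permutation test of the totals (p = 0.816). Whether other blood cells fell alike cannot be told apart from the counts, because the 3 platelet genes were scarce and went both ways (median log2 fold change 0.024) and of the 2 leukocyte genes *Il2rg* fell (-1.53) and *Ltb* did not (-0.11). Less residual blood, alone or together with a change in immature erythroid cells, remains open, and so does ethanol itself.

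Glucocorticoid-induced genes were higher in the CIE group, with a median log2 fold change of 0.56 over 21 genes (camera FDR 4.54e-34, fry FDR 0.000699, and between 9.64e-05 and 0.00259 over 14 alternatives). The score was above every Control rat in 5 of the 6 CIE rats. *Hif3a* (2.57), *Zbtb16* (1.45) and *Sult1a1* (0.71) had the smallest p, while *Glul*, the most abundant, did not differ (0.00). The log2 fold changes of all 21 genes differed by more than their standard errors (Cochran Q, chi-square p = 3.61e-48), and 20 of the 21 were higher. The other, *Cdkn1a*, named after its values were seen, was lower (-0.71, FDR 0.0116), with every CIE rat below every Control rat. Some technical explanations are argued against by fry. A differing share of cortex or striatum is, since the FDR was 0.00226 with the cortical and striatal scores as covariates. A smaller share of oligodendrocytes is, since the FDR was 0.00222 with the myelin score as a covariate. Female RNA in CIE rat 5 is, since the FDR was 0.00222 without that rat. Other differences in the place of the punch remain open. Higher glucocorticoid signaling in CIE rats may explain the genes that rose and leaves *Cdkn1a* unexplained, as a hypothesis found and tested on the same rats. Corticosterone was not measured here, and handling or time of sacrifice was not tested.

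The clock genes in phase with *Dbp* were higher in the CIE group (median log2 fold change 0.39 over 8 genes, camera FDR 6.14e-12, fry FDR 0.0106, and between 9.29e-05 and 0.0527 over 14 alternatives). *Ciart* (0.87), *Nr1d2* (0.31) and *Per2* (0.48) had the smallest p. The list passed in the 12 fits that left out a rat and missed 5% with the myelin score as a covariate (0.0527). The hour of sacrifice was not used here, and no explanation was tested.

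Cholesterol synthesis genes were lower in the CIE group, with a median log2 fold change of -0.30 over 23 genes (camera FDR 4.64e-23, fry FDR 0.00741, and between 0.00293 and 0.0761 over 14 alternatives), and all 6 CIE rats scored below every Control rat. *Cyp51* (-0.43), *Hmgcs1* (-0.45) and *Idi1* (-0.46) had the smallest p. A differing share of cortex or striatum is argued against (fry FDR 0.0256 with the cortical and striatal scores as covariates). Other differences in the place of the punch remain open. A smaller share of oligodendrocytes remains open, because the list no longer passed with the myelin score as a covariate (FDR 0.0761), although its median was still -0.24.

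Mural markers (median log2 fold change -0.38 over 10 genes, camera FDR 5.02e-09, fry FDR 0.0127) and meningeal fibroblast markers (-0.38 over 16 genes, camera FDR 7.13e-12, fry FDR 0.0179) were lower in the CIE group, in 6 and 5 of the 6 CIE rats relative to the Control mean. Over 14 alternatives the fry FDR lay between 0.000925 and 0.265 for the mural and between 0.000925 and 0.287 for the meningeal list. *Kcnj8* (-0.96), *Pdgfrb* (-0.45), *Rgs5* (-0.30), *Igf2* (-1.02), *Col3a1* and *Col1a1* had the smallest p. A smaller share of meningeal tissue as the whole explanation is argued against, since 6 of the 16 meningeal markers differed from their own list score at 5% FDR. Of the 10 mural markers 1 did (*Kcnj8*). A smaller share of mural cells as the whole explanation is argued against by the spread of the log2 fold changes alone (Cochran Q, chi-square p = 0.000224, and 0.0245 without *Kcnj8*). Both arguments take the markers to be made by meningeal or mural cells alone. A smaller share as part of the explanation remains open for both lists. With the myelin score as a covariate neither list passed (0.265 and 0.287), and the meningeal list also missed 5% with the cortical and striatal scores (0.0559) and without CIE rat 3 (0.0505).

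Of the 15 lists that passed 5% FDR with camera's preset correlation, 8 did not pass under fry. They include the myelinating oligodendrocyte, OPC and microglia lists, which belong to cell types the paper analyses. The other 5 are given here. Cortical glutamatergic markers had a median log2 fold change of 1.03 (fry FDR 0.255), with *Fezf2* (1.22), *Neurod2* (1.90) and *Sv2b* (0.55) the smallest in p. The pooled SD within groups was 1.19 times the difference between the groups, which is consistent with punches taken at differing places. Immediate early genes had a median of 0.39 (fry FDR 0.255; *Junb* 0.60, *Fosb* 0.60, *Bdnf* 1.04), interferon-induced genes one of -0.17 (fry FDR 0.0580; *Gbp2* -0.66, *Bst2* -0.69, *Isg15* -0.57), choroid plexus markers one of -0.46 (fry FDR 0.125; *Enpp2* -0.49, *Aqp1* -0.87, *Sostdc1* -0.68) and central amygdala neuron markers one of -0.14 (fry FDR 0.255; *Crh* -0.45, *Tac3* -0.37, *Nts* -0.46). Interferon-induced genes passed under fry without CIE rat 4 (0.0345), without Control rat 7 (0.0212) and with the cortical and striatal scores as covariates (0.0419). Choroid plexus markers passed with the myelin score as a covariate (0.0299). No biological explanation was tested for these 5 lists.

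With camera, 15 of the 19 lists passed 5% FDR, and 3 of the 100 splits of the 12 rats gave as many. With fry 7 lists passed, and 1 of the 100 splits, the real one, gave as many. The striatal projection neuron list (median log2 fold change 0.23, camera FDR 0.136), the neuronal list (0.00, camera FDR 0.382) and the clock genes in phase with *Arntl* (0.02, camera FDR 0.425) did not pass.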

How the results depend on the processing

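The fits with the cortical and striatal scores or the myelin score as covariates, and both fits of DESeq2 with betaPrior restricted to a mean above 22, were chosen after seeing the data. In the myelin score fit the covariate is made from the myelin markers themselves, so it removes their difference by construction. The rats of the 2 groups share no numbers, so no paired analysis was possible. The cause of a change was not tested unless named here.

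The number of genes at a nominal p value below 0.05 (1740, with 837 higher and 903 lower) rose under limma-voom with quality weights to 3596, with 1793 higher and 1803 lower. Across the 12 fits that each left out 1 rat it ranged from 1347 to 2811 (higher, from 621 without Control rat 9 to 1479 without Control rat 10; lower, from 606 without Control rat 8 to 1464 without CIE rat 3). The other alternatives stayed within 1.5 times.

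The number at 5% FDR (76, with 22 higher and 54 lower) was 234 (81 and 153) under limma-voom, 274 (115 and 159) with DESeq2 and 268 (111 and 157) with DESeq2 betaPrior. With the mean above 22 it was 262 (104 and 158) for the limit before the fit and 282 (114 and 168) for the limit after it. It was 33 in total with the myelin score, where 7 were lower, and 33 were lower with the cortical and striatal scores. Leaving out 1 rat gave from 34 to 154 genes (higher, from 8 without Control rat 9 to 36 without CIE rat 3; lower, from 26 without Control rat 9 to 130 without CIE rat 6).

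With the myelin score, 11 of 16 myelination genes and 40 of 60 myelinating oligodendrocyte genes of Supplemental Table S1 were lower, no longer past the correction. The other lists of that table stayed on their side of the threshold under each alternative.

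Astrocyte markers at a nominal p value below 0.05 (6) fell to 4 with library size only, 3 with the myelin score, 4 under limma-voom and 5 with each mean above 22, rose to 8 with the cortical and striatal scores, and lay from 3 to 5 with 1 rat left out. For the astrocyte list, the camera FDR (0.0527) was 0.0309 without a filter, 0.000536 under limma-voom, 0.0452 with DESeq2, 0.0437 with DESeq2 betaPrior and from 0.000528 (without CIE rat 6) to 0.223 (without CIE rat 2) with 1 rat left out.

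Microglia (0.0222) had an FDR of 0.305 with fry, 0.446 with camera's estimated correlation, 0.0549 with 1 surrogate variable, 0.311 with the cortical and striatal scores, 0.956 with the myelin score, and from 0.000973 (without CIE rat 6) to 0.106 (without Control rat 8) with 1 rat left out. OPC (0.0269) had 0.329, 0.446, 0.178 and 0.226 in the same order, 0.313 with the myelin score, where the direction reversed, and from 0.000228 (without CIE rat 6) to 0.181 (without CIE rat 3). Myelinating oligodendrocytes had 0.0580 with fry and 0.0821 with the estimated correlation, and endothelial cells 0.0693 with the estimated correlation. Lists past 5% FDR numbered 15 with camera, 7 with fry and 6 with the estimated correlation. The preset correlation is 0.01, and the correlation estimated within a list was, for example, 0.333 for astrocytes and 0.345 for microglia.

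Directions also reversed in lists that did not pass. The clock genes in phase with *Arntl* (0.425) reversed under limma-voom (0.716) and without Control rat 10, with a range from 0.193 to 0.905. The striatal list (0.136) reversed with 1 surrogate variable (0.649) and without CIE rat 2, with a range from 2.22e-06 (without Control rat 10) to 0.742. The neuronal list (0.382) reversed without CIE rat 6, with a range from 0.182 to 0.9504.

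*Enpp2* (0.050) and *Mbp* (0.054) reversed with the myelin score, and the Cacna2d1 log2 fold change (-0.047) reversed with the cortical and striatal scores. *Crhr1* (-0.01) reversed with library size only (7.11e-05), 1 surrogate variable (0.043), the cortical and striatal scores (0.028) and limma-voom (0.0019), and lay from -0.067 to 0.043 with 1 rat left out. *Cacna1s* (0.04) reversed with 1 surrogate variable (-0.017), the myelin score (-0.055) and limma-voom (-0.48), and lay from -0.16 to 0.23. Its few counts limit that gene, as they limit *Cacna1f*. The correlation of *Cacna1f* with sIPSC frequency was -0.54 with group means removed, no longer past the threshold.

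For single genes and the lists the paper did not analyse, the alternatives set before, rats left out aside, gave 815 values on the same side, 56 stronger and 16 weaker. Leaving out a rat gave 1204 on the same side, 25 stronger and 69 weaker, and the alternatives added after gave 362, 31 and 34.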

Differences from the paper's values

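No test of a cause is given in this part. The 2 fits of DESeq2 with betaPrior restricted to a mean above 22 were chosen after seeing the values. The other alternatives were set before the data were examined, unless a sentence says otherwise.

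The paper reports 285 genes at 5% FDR, and the edgeR test gave 76. It reports 115 of them higher in the CIE group against 22 here. For both numbers limma-voom with quality weights, DESeq2 and DESeq2 betaPrior closed the gap, and the other alternatives set before did not. The paper reports 170 lower against 54 here, a gap closed by the same 3 alternatives and without CIE rat 6. The 2 fits with a mean above 22, chosen after seeing the values, also closed these gaps, with 262 and 282 genes in all. The paper gives an average of 40 M reads per sample and the deposited counts have a mean of 68.3 M per rat. If each read pair gave 2 counts, which was not settled, the mean would be 34.2 M pairs, within 1.5 times the paper's value. No alternative applies to this value.

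The log2 fold changes of Supplemental Table S1 were nearer 0 than those of the edgeR test in each of the 31 genes compared, and 14 of them differed by more than the larger error. The paper's value is given first. They were *Mmp14* (-1.25 and -1.49), *Cd93* (-1.01 and -1.56), *Kdr* (-0.71 and -0.92), *Pcdh12* (-1.31 and -1.98), *Hif3a* (1.22 and 2.57), *Adamts4* (-0.70 and -1.16), *Col1a1* (-0.69 and -1.04), *Col3a1* (-0.71 and -1.07), *Lox* (-0.56 and -0.98) and *Cacna1f* (-0.47 and -1.09), for which DESeq2 betaPrior closed the gap and no other alternative set before did. For *Fabp7* (-0.95 and -1.06) it was also closed without CIE rat 2 and without Control rat 8, for *Col1a2* (-0.45 and -0.77) without CIE rat 3, and for *Col15a1* (-0.54 and -0.76) without CIE rat 1 and without Control rat 11. For *Crhbp* (0.33 and 0.61) it was also closed with 1 surrogate variable and without CIE rats 1, 2 and 4 and Control rats 7, 8, 9 and 11 in turn. With DESeq2 betaPrior the largest gap was 0.00745. The fit with the mean limit applied after it, chosen after seeing the values, has the same log2 fold changes. The fit with the limit applied before it, also chosen after seeing the values, came within the paper's error except for *Pcdh12* (-1.17) and *Hif3a* (1.07).

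The paper gives adjusted Χ2 p values for the fall of the oligodendrocyte and the myelination DEGs that lie under a limit which 2 lists did not reach here. With the Bonferroni adjustment over 13 lists, a number set here, the Χ2 p value was 0.00511 for OPC and 0.00605 for myelination (0.000393 and 0.000465 unadjusted). The value for OPC was 0.000967, under that limit, with the cortical and striatal scores as covariates, chosen after seeing the values. No other alternative brought either of them under it.

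The paper places *Il6r* among its top DEGs. Here it had an FDR of 0.227 at rank 301, and it passed 5% FDR under no alternative, its nearest value being 0.0502 with the limit on the mean applied after the fit, chosen after seeing the values. Of 18 genes named in the paper that its table places at 5% FDR, 11 passed here. Besides *Il6r*, those that did not were *Adam17* (0.124) and *Lox* (0.123), which passed with DESeq2, DESeq2 betaPrior, limma-voom and without CIE rat 6, *Col4a2* (0.124) and *Cacna1f* (0.210), which passed with DESeq2 and DESeq2 betaPrior, *Col15a1* (0.0765), which passed with these and limma-voom, and *Col5a3* (0.0652), which passed with these, limma-voom, 1 surrogate variable and without Control rat 10. The 2 fits with a mean above 22, chosen after seeing the values, also passed these 6 genes, except *Cacna1f* with the limit before the fit.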

Other observations

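The test of the parity of low counts and the count of oligodendrocyte markers that moved apart from their list were chosen only after the results were seen.

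When the 12 rats were split in other ways, 12 of the 100 splits gave as many genes at a nominal p value below 0.05 and 5 gave as many at 0.01, so an arbitrary grouping is not argued against at these thresholds. At 5% FDR, 1 of the 100 splits, the real one, gave as many as 76 genes.

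Myelin genes were lower in 5 of the 6 CIE rats relative to the Control mean. A smaller share of white matter in the CIE punches may explain part of the fall, as the 20 log2 fold changes did not differ by more than their standard errors (Cochran Q, chi-square p = 0.246). This test has little power where markers vary together, as these do (estimated correlation 0.925). At 5% FDR, 7 of the 20 markers differed from their own list score, a test that removes the variation the markers share. That result argues against a smaller share of white matter as the whole explanation only if oligodendrocytes alone make these markers. With the cortical and striatal scores as covariates the median log2 fold change was still -0.59, so these scores did not account for its size. The list did not pass under fry in that fit either (FDR 0.1001), so the place of the punch remains open. The list itself did not pass under fry (FDR 0.0580), but did without CIE rat 6 (0.00835) and without Control rat 12 (0.0233), and lay between 0.00835 and 0.125 over 13 alternatives. A response of oligodendrocytes to ethanol remains open.

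Endothelial markers were lower in 5 of the 6 CIE rats relative to the Control mean. A smaller share of endothelial cells as the whole explanation is argued against, since the log2 fold changes of the 20 markers differed by more than their standard errors (Cochran Q, chi-square p = 4.56e-24). This argument takes the markers to be made by endothelial cells alone. *Slc2a1*, the most abundant, was higher (0.19). A differing share of cortex or striatum is argued against by fry (FDR 0.0282 with the cortical and striatal scores as covariates). These neuron scores do not measure white matter or vessels, so other differences in the place of the punch remain open. Over 14 alternatives the fry FDR lay between 0.00558 and 0.363, missing 5% without CIE rat 3 (0.0505) and with the myelin score as a covariate (0.363). A response to ethanol remains open.

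As many genes as correlated with the recovered sIPSC frequency, 220, were found in 11569 of 100000 permutations of the 12 values (permutation p = 0.116), where the median was 42. A chance order of the values is therefore not argued against at the 5% level. With the group means removed the permutation p was 0.123, and a group difference shared by genes and sIPSC frequency remains open.

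Among low counts, 4, 6 and 8 were more frequent than the mean of their odd neighbors, by 1.31, 1.17 and 1.10 times, and 2 was not (0.712 times). Counting both mates of each read pair separately would raise all 4. At 2 the frequencies fall so steeply that the mean of the neighbors lies above a smooth curve, so the ratio of 0.712 decides nothing, and this explanation remains open. No biological explanation was tested.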
